A study of Mus musculus with 6 samples. Its data were reported in "Glycyrrhizic acid inhibits myeloid differentiation of hematopoietic stem cells by binding S100 calcium binding protein A8 to improve cognition in aged mice" (2023).

How the data were processed

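RNA-seq was performed on 6 mouse libraries that their labels describe as hematopoietic stem cells. There were 3 libraries of a vector control (control) and 3 libraries with a lentiviral Cas9 knockout of S100a8 (knockout), and the groups were taken from the treatment labels. The study's text describes its lentiviral CRISPR RNA-seq of S100a8 in mouse embryonic fibroblasts, with the licorice compound glycyrrhizic acid added, whereas the labels name hematopoietic stem cells and no compound. The cell type is therefore given here as labelled, and whether the compound was present in 1 or both groups is not known from the labels. The labels do not say that the replicates came from separate cultures, so every p-value measures only the spread between these libraries, which may be technical.

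Total RNA was extracted with TRIZOL and libraries were made for DNBSEQ sequencing. The authors removed low-quality and adapter reads, and the submitters' processing notes name HISAT2 2.0.4, Bowtie2 2.2.5 and the mm10 mouse genome. Expression per gene was computed with RSEM according to the study's methods. The deposited values were FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), given by the authors to 2 decimals for 18051 genes, of which 598 were listed at 0 in all 6 libraries. The gene annotation, the filters and the use of strand were not given in the sources used here. FPKM values hold no read counts, and a search of the low values for steps of single reads found no clear step, so the sequencing depth is unknown and no counting interval or detection limit was given. Genes with near-identical copies or overlapping neighbours can share reads, and their values are uncertain. An FPKM of 0 may be a failed estimate, and such genes are described as listed at 0.

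FPKM was converted to log2(FPKM + 1), and the 11112 genes with a mean FPKM of at least 1 over the 6 libraries were tested. All differences are on this scale, which understates the change of genes at low levels. Knockout and control were compared with limma 3.58.1 in R 4.3.3 (linear model with empirical Bayes moderation and a mean-variance trend, no covariate), with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The level of S100a8 was also compared with an exact two-sided permutation test. The same procedure was run on data simulated for the 11112 tested genes of this comparison. It recovered 36 of 67 genes changed by 0.5 on the log2 scale, 60 of 67 changed by 1 and 65 of 66 changed by 2. It called 10 of 10912 unchanged genes. The simulated noise was independent between genes, few genes were changed, and genes at the lowest levels were not among them. Recovery and false calls in the real comparison may therefore differ.

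Gene lists were tested with limma's camera, which compares a list with all other tested genes, using a preset inter-gene correlation of 0.01 and, as an alternative, a correlation estimated from the data. Of 19 lists, 12 had at least 5 tested members and were tested: IL-17 signalling, TNF and NF-kB signalling, hematopoietic stem and progenitor, fibroblast and matrix, type I interferon response, p53 target, cell cycle, immediate early and heat shock, ER stress and amino acid response, glycolysis and hypoxia, cholesterol synthesis, and S100 family. The neutrophil and granule, monocyte and macrophage, mast cell and basophil, erythroid, megakaryocyte and platelet, B lymphoid, and T and NK lymphoid lists had fewer and are described by their values. Adjustment was made over the 12 lists. Some lists share members: 15 of the 38 IL-17 signalling genes and 10 of the 38 TNF and NF-kB signalling genes were also on another of the 19 lists. Counts of such lists are not separate results.

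The groups, tests, 19 lists, alternative settings and the rule for naming genes were fixed before the data were examined. The rule named S100a8 and S100a9; the 10 largest rises and 10 largest falls past the threshold with no overlap between groups, leaving out predicted genes; up to 2 rises and 2 falls of each list, or the member with the smallest p where none passed; and the 3 members of each cell type list with the highest mean FPKM. S100a9 was not analysed here. A further 4 lists (MHC class I antigen presentation, acute phase and complement, contractile, and imprinted) and the genes named with them were chosen after the values had been seen, and were adjusted apart.

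The settings chosen beforehand were pseudocounts of 0.1 and 0.5, no filter on low values, a mean FPKM of at least 5, scaling to a common sum (TPM), median-of-ratios scaling, quantile normalization, no mean-variance trend, each library left out in turn, the replicate number as a block, and the estimated correlation. A planned count-based test was not run, since the values were FPKM. Adjustment of each library for GC content and transcript length, and centring of the genes of each chromosome, were added after the data had been seen. Transcript length and GC content came from GENCODE vM21 (GRCm38, the same assembly as mm10), matched by gene symbol. Chromosomes came from RefSeq genes, matched by gene identifier. A chromosome was found for 17994 genes, and 10870 tested genes (97.8%) had a length and GC content. Figures were drawn with matplotlib 3.10.9.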

Results

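Gene expression was measured by RNA-seq in mouse cells labelled as hematopoietic stem cells, to ask how the transcriptome differs when S100a8 is knocked out. S100a8 encodes a calcium-binding protein abundant in neutrophils, which the study examined as a target of glycyrrhizic acid. The vector control group and the S100a8 knockout group held 3 libraries each. FPKM values summed to 467255 to 538504 per library, with the highest sum in knockout replicate 2, and 15392 to 15563 genes lay above 0. Across genes, the log2 values of the control libraries correlated with each other at r = 0.9975 to 0.9979. Knockout replicates 1 and 3 correlated at 0.9976, whereas knockout replicate 2 stood further apart, at 0.9862 and 0.9897 with the other knockout libraries. Control and knockout libraries correlated at 0.9184 to 0.9261. These correlations are across genes, which are not independent replicates.

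S100a8 was read at 3.67, 1.61 and 3.95 FPKM in the 3 control libraries and was listed at 0 in all 3 knockout libraries. Its level was lower in the knockout (limma adjusted p = 0.000198), and the exact two-sided permutation test gave p = 0.1, the smallest p that 3 against 3 libraries allow. The level alone does not show whether the gene was edited. S100a8 lies on chromosome 3 at 90668978 to 90670035 of GRCm38, on the forward strand, with 3 exons of which 2 are coding. Of the 2 guide sequences in the study's methods, GACATCAATGAGGTTGCTCA matches the reverse strand at 90669567 to 90669586, in the coding part of exon 2, next to the protospacer-adjacent motif AGG. GTCCTCAGTTTGTGCAGGTG had no match in the annotated S100a8 transcripts, and the labels do not say which guide these libraries received. Only transcript sequences were searched, so a site in an intron or flank, or across the end of an exon, would have been missed.

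The libraries held abundant transcripts of fibroblasts and matrix and few of blood cells. Col1a2, a chain of type I collagen, was read at 758 ± 22.1 FPKM in control and 1289.6 ± 40.2 in knockout libraries (SD, n = 3). Acta2, smooth muscle actin, was at 688 ± 21.3 and 1187 ± 49.6 FPKM, and Sparc, a matrix glycoprotein, at 638 ± 3.45 and 885 ± 64.2 FPKM (SD, n = 3). Of the 24 fibroblast and matrix genes in the table, 21 had a mean above 10 FPKM. Of the 123 genes in the table from the 8 blood cell lists, 98 had a mean under 1 FPKM and 6 had a mean of 10 FPKM or more: Ly6a, Lcn2, Cd34, Cd14, Gata2 and Klf4. Ptprc, the pan-leukocyte antigen CD45, and Kit, the CD117 receptor, were listed at 0 in all 6 libraries; these were chosen after their values were seen.

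**Figure D1:**
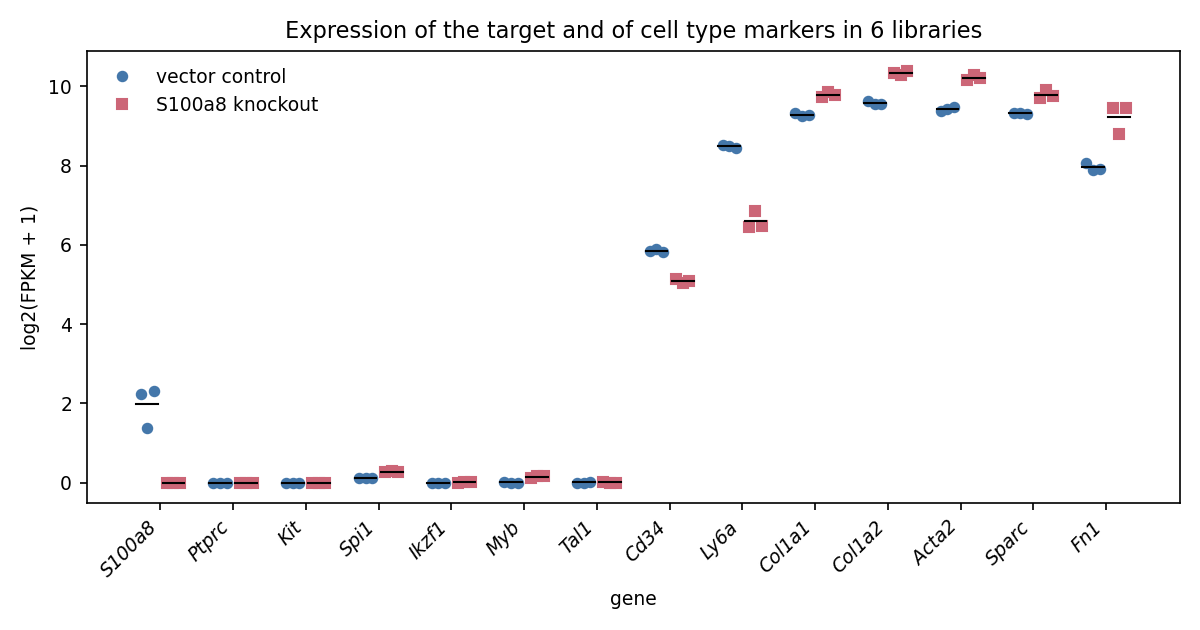
Level of S100a8, of 8 genes of blood cells and of 5 genes of fibroblasts and matrix in each library, as log2(FPKM + 1). Circles are the 3 control libraries, squares the 3 knockout libraries and bars the group means; Ptprc and Kit lie at 0 in all 6 libraries, while Col1a2 averages 758 FPKM in control and 1289.6 FPKM in knockout libraries.

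The largest falls in the knockout included acute phase, complement and interferon-induced genes. Lcn2, an iron-siderophore-binding protein, fell by 6.49 on the log2 scale, from 332.5 ± 8.89 to 2.73 ± 0.377 FPKM (SD, n = 3, adjusted p = 3.85e-09). The acute phase gene Saa3 fell by 6.32, from 583.5 ± 16.9 to 6.39 ± 1.19 FPKM (SD, n = 3, adjusted p = 1.02e-08), and complement C3 fell by 6.05, from 165 ± 4.78 to 1.53 ± 0.356 FPKM (SD, n = 3). Cp, the copper carrier ceruloplasmin, fell by 5.60. Oas1a, which senses double-stranded RNA, fell by 6.41, and the ubiquitin-like Isg15 fell by 5.69. The interferon-induced Ifi27l2a fell by 6.29 and Ifi44 fell by 5.42. Of Apol9a and Apol9b, near-identical copies that can share reads, the former fell by 5.25 and the latter fell by 5.46.

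Cdkn2b, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, was among the genes with large rises and rose by 5.23 on the log2 scale, from 1.42 ± 0.166 to 89.96 ± 8.79 FPKM (SD, n = 3, adjusted p = 9.31e-09). The smooth muscle actin Actg2 rose by 5.10, from 1.18 ± 0.162 to 74.1 ± 11.9 FPKM (SD, n = 3). Several other leading genes encode matrix or secreted proteins: Aspn rose by 4.68, Mfap2 by 4.22 and Cthrc1 by 3.96. Crabp1, a retinoic acid-binding protein, rose by 3.88, from 70.6 ± 3.75 to 1065 ± 235 FPKM (SD, n = 3). Creatine kinase Ckb rose by 3.83 and the growth cone gene Gap43 by 3.81, and Mab21l2 and Epb41l4a by 3.99 and 3.98.

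In all, 5580 of 11112 tested genes (50.2%) passed the threshold, 2617 higher and 2963 lower in the knockout, so that 46.9% of them were higher. The 3 values of each group did not overlap for 6750 genes (60.8%), against 10% by chance. A log2 difference above 1 in size was found for 337 of the higher and 563 of the lower genes. The median difference over all tested genes was -0.02. Without knockout replicate 2, 7403 genes passed; with quantile normalization, 54.8% of the genes that passed were higher.

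All 25 tested genes of the type I interferon response fell, with a median difference of -3.72 (camera adjusted p = 4.12e-21; adjusted p = 0.0993 with an estimated correlation), and all 25 also fell when adjusted over the list alone. Of the glycolysis and hypoxia list, 22 of 23 fell and 1 did not pass, with a median of -1.02 (adjusted p = 5.38e-12; adjusted p = 0.0993 with an estimated correlation). Pdk1, which restrains entry of pyruvate into the citric acid cycle, fell by 2.86, and Egln3, an oxygen-sensing prolyl hydroxylase, fell by 2.77. Adjusted over the list alone, 22 of these genes fell.

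Cell cycle genes were mostly lower: 23 of 30 fell, 2 rose and 5 did not pass (adjusted p = 9.97e-05; adjusted p = 0.0993 with an estimated correlation), with the same counts adjusted over the list alone. Of the genes that license replication origins, Cdc6 fell by 0.77 and Mcm4 fell by 0.64. The mitotic genes Ccnb2 and Cdc20 rose by 0.44 and 0.23; Cdc20 lost its call when any control library was left out (adjusted p 0.0674, 0.0793 and 0.0704 without control replicates 1, 2 and 3). Among p53 targets, 13 of 23 fell, 4 rose and 6 did not pass, also when adjusted over the list alone (adjusted p = 0.0436; adjusted p = 0.156 with an estimated correlation; 0.0528 without control replicate 3; range over all settings 0.0161 to 0.156). The death receptor Fas fell by 2.26 and Eda2r fell by 1.29, and the BCL2-family gene Pmaip1 and the kinase Plk2 rose by 0.84 and 0.45.

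Fibroblast and matrix genes were mostly higher: 15 of 22 rose, 3 fell and 4 did not pass, with the same counts adjusted over the list alone (adjusted p = 0.000606; adjusted p = 0.0993 with an estimated correlation). Tagln, an actin-binding protein, rose by 2.74. Thy1 was listed at 0 in all 3 control libraries and read at 3.78, 4.18 and 3.70 FPKM in the knockout. The proteoglycan Dcn fell by 3.57, from 67.2 ± 3.15 to 4.73 ± 0.329 FPKM (SD, n = 3). The protease inhibitor Timp1 fell by 0.37, a call lost without control replicate 2 or 3 or knockout replicate 3 (adjusted p 0.0593, 0.0624 and 0.0600) and on centring by chromosome (adjusted p 0.511).

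Of the cholesterol synthesis genes, 14 of 23 rose, 1 fell and 8 did not pass, also when adjusted over the list alone (adjusted p = 0.000606; adjusted p = 0.0993 with an estimated correlation). Tm7sf2 rose from 6.19 ± 0.445 to 19.5 ± 3.17 FPKM (SD, n = 3) and Mvd rose by 1.23, whereas Dhcr7 fell by 0.30, a call lost on centring by chromosome (adjusted p 0.20). Of the immediate early and heat shock genes, 11 of 20 rose, 3 fell and 6 did not pass (adjusted p = 0.0169; adjusted p = 0.201 with an estimated correlation), and 12 rose when adjusted over the list alone. Hspb1 and Jun rose by 1.60 and 0.95, whereas Egr3 fell by 0.57 and Ier3 fell by 0.47. Of the ER stress and amino acid response genes, 12 of 25 fell, 2 rose and 11 did not pass, also when adjusted over the list alone (adjusted p = 0.00949; adjusted p = 0.342 with an estimated correlation). Trib3 fell by 1.21 and Vldlr fell by 1.09, and Mthfd2, of mitochondrial folate metabolism, rose by 0.33. Shmt2 of the same pathway was higher by 0.21 (adjusted p = 0.0425), a call lost without any 1 control library or knockout replicate 3 (adjusted p 0.0905 to 0.143), with no filter on low values, with no trend and on centring by chromosome.

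The IL-17 signalling list was lower: 18 of 30 fell, among them the targeted S100a8 itself, 8 rose and 4 did not pass. The counts were the same adjusted over the list alone. The camera adjusted p was 0.0224, against 0.362 with an estimated correlation and 0.175 with no filter on low values (range over all settings 0.0122 to 0.362). S100a8 was not removed from the list for this test. Besides Lcn2, the neutrophil chemoattractant Cxcl5 fell by 4.59, whereas the chemokine Ccl20 and the receptor subunit Il17rc rose by 2.89 and 2.62. Of the TNF and NF-kB signalling list, 14 of 33 fell, 9 rose and 10 did not pass, and 10 rose when adjusted over the list alone. Its median was 0.01 while its mean was -0.33 and the test pointed down (adjusted p = 0.326). The chemokine Cxcl10 fell by 3.97 and Fas fell by 2.26, and the necroptosis kinase Ripk3 and the Notch ligand Jag1 rose by 1.85 and 1.16. The study named both pathways from its own S100a8 RNA-seq, which may be these libraries, so the lists are not independent evidence of a direction.

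**Figure D2:**
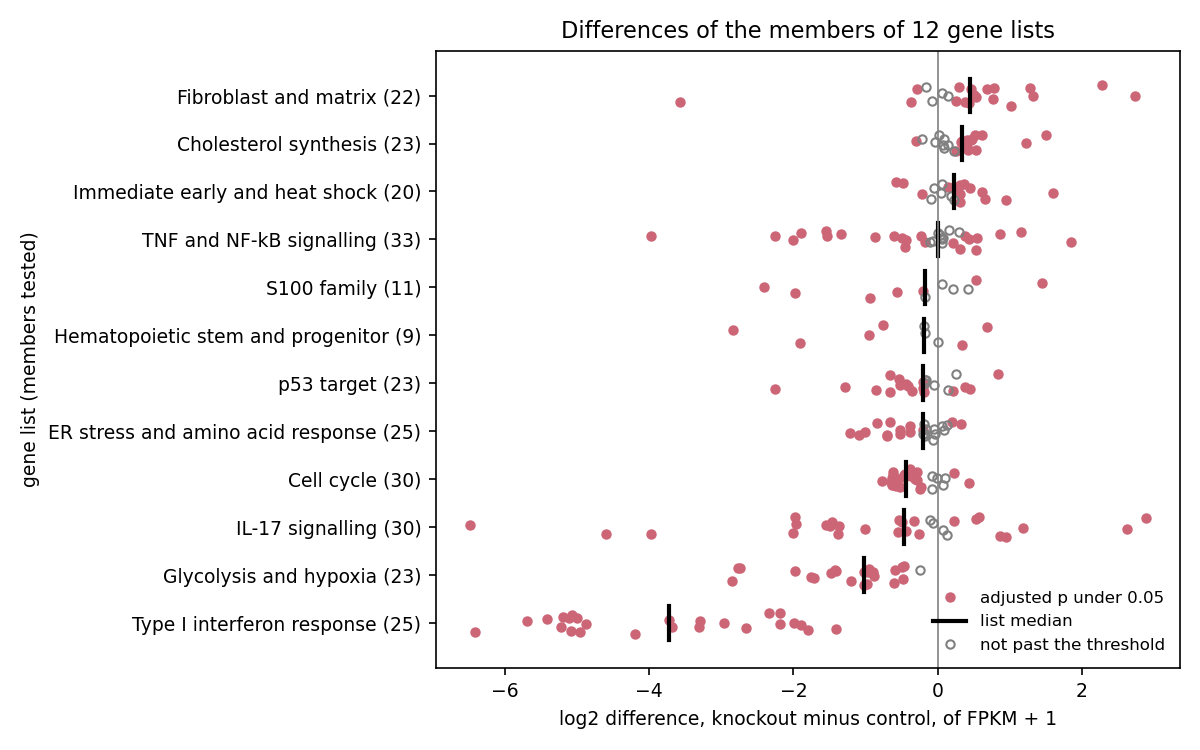
Log2 difference, knockout minus control, of each tested member of 12 gene lists on the horizontal axis, with the number tested in brackets. Filled points passed the threshold, open points did not, and black bars are list medians; the interferon list has a median of -3.72 and the fibroblast and matrix list one of 0.45.

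Of the S100 family, 5 of 11 fell, among them the targeted S100a8 itself, 2 rose and 4 did not pass. The counts were the same adjusted over the list alone (camera adjusted p = 0.559). S100a1 fell by 2.40, and S100a16 and S100a7a rose by 1.45 and 0.53. Of the 9 tested hematopoietic stem and progenitor genes, 4 fell, 2 rose and 3 did not pass, also when adjusted over the list alone (adjusted p = 0.0649; 0.0471 without control replicate 1; range over all settings 0.0147 to 0.77). Ly6a, the stem cell antigen Sca-1, fell by 1.90 from 359.7 ± 9.24 to 96.3 ± 16.4 FPKM (SD, n = 3), Hlf fell by 2.83, Gata2 fell by 0.95, Cd34 fell by 0.76, and Meis1 rose by 0.69. Mecom was higher by 0.35 (adjusted p = 0.0460), a call lost on leaving out any library but knockout replicate 2 (adjusted p 0.104 to 0.143), with no filter on low values and with TPM.

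Few members of the other blood cell lists were tested, and counts adjusted over the list alone were the same. Ptprc and Kit were listed at 0 in every library, so the names of these lists and of the stem and progenitor list do not identify the cells. Of 4 neutrophil and granule genes, Lcn2, S100a8 and Camp were lower and Mmp9 rose by 0.57; Camp, a granule peptide, fell by 1.16 and was named after its value was seen. Of 4 monocyte and macrophage genes 3 were lower: Cd14 fell by 1.41, Klf4 fell by 0.58 and Cd68 fell by 0.44. Both tested mast cell and basophil genes were lower: Gata2 fell by 0.95 and Il6ra fell by 0.93. The erythroid gene Tfrc, the transferrin receptor, fell by 0.74, and Gata3 of the T and NK lymphoid list fell by 0.94. Of 4 megakaryocyte and platelet genes 1 passed, Rab27b, which fell by 0.48; Fli1, Gp1bb and Itgb3 were read at 2.94 and 2.45, 2.66 and 2.31, and 2.50 and 1.97 FPKM in control and knockout libraries. Neither tested B lymphoid gene passed; Ebf1 was read at 2.68 ± 0.290 and 2.48 ± 0.0173 FPKM and Cd74 at 1.41 ± 0.178 and 1.44 ± 0.335 FPKM in control and knockout libraries (SD, n = 3). Some of the most abundant members were not tested because their mean over both groups was under 1 FPKM. Of these, the B lymphoid gene Blnk was read at 1.48, 1.22 and 1.68 FPKM in control libraries and at 0.03, 0 and 0 in knockout libraries, without overlap. Mitf was read at 0.537 and 1.11 FPKM, Car2 at 0.483 and 0.27, Alas2 at 0.163 and 0.22, Tcf7 at 0.773 and 0.74, and Notch1 at 0.713 and 0.447 FPKM on average in control and knockout libraries.

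The genes of some chromosomes were shifted together. Relative to all tested genes, the median difference was 0.43 on chromosome 14 (368 genes), 0.39 on chromosome 18 (292 genes) and 0.21 on chromosome 12 (389 genes), and -0.34 on the X chromosome (371 genes), -0.23 on chromosome 7 (803 genes) and -0.20 on chromosome 19 (389 genes). The SD of the chromosome medians was 0.190, and the highest of 1000 shuffles of genes over chromosomes was 0.0300. With the genes of each chromosome centred, 4535 genes passed.

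**Figure D3:**
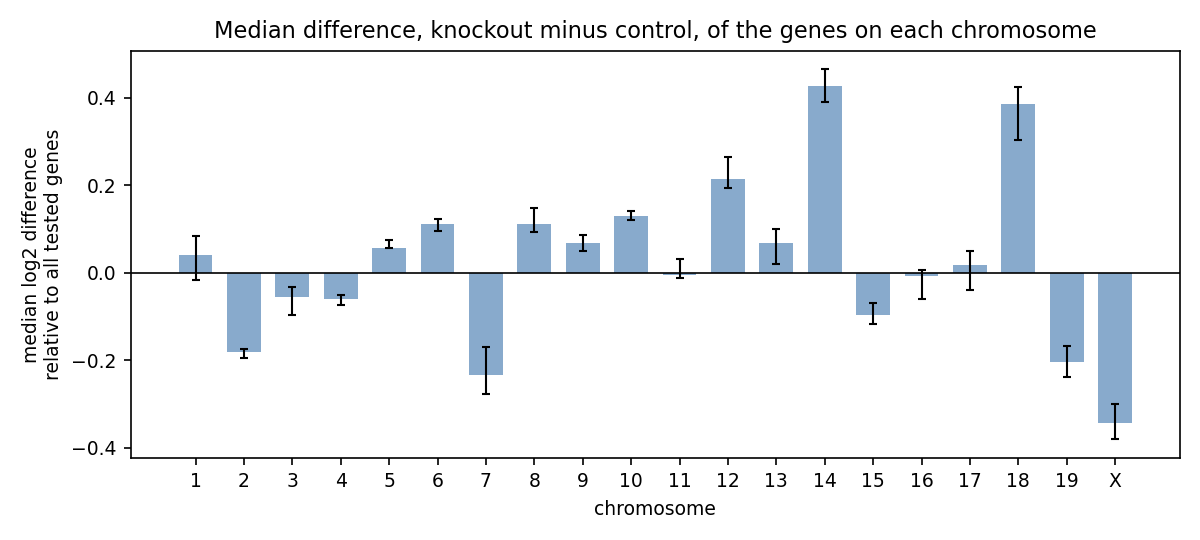
Median log2 difference, knockout minus control, of the tested genes on each chromosome, relative to all tested genes. Lines span the lowest to the highest of the 9 pairs of 1 knockout and 1 control library; chromosomes 14 and 18 stand highest at 0.43 and 0.39, and X lowest at -0.34.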

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

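The adjustment for GC content and transcript length and the centring by chromosome were chosen after the results had been seen; the other alternatives were planned. The number of genes past the threshold ranged from 4202 to 7403 over the alternatives, against 5580. It was lowest with a mean FPKM of at least 5 and highest without knockout replicate 2. The former setting tested only 8603 genes, against 11112. Of the 5580 genes, it tested 4242 and kept 4196 with the same direction. Leaving out each library in turn gave 4282 to 7403. On centring by chromosome, 1 of the 5580 genes passed the threshold in the opposite direction, and none did under the other alternatives. Centring kept 4079 of the 5580 calls with the same direction. Apart from those of the named genes, lost calls were not checked for direction. The fall of S100a8 stayed past the threshold under each alternative. The IL-17 list stayed lower throughout but missed the threshold with no filter on low values (adjusted p 0.1745) and with an estimated correlation (0.3622), and the cause was not tested. With an estimated correlation 0 of the 12 lists passed, against 9; the cause was not tested. The median difference over all tested genes was -0.007 with median-of-ratios scaling and 0.037 with quantile normalization. Of 1100 values of 66 named genes under the alternatives, 1078 stayed on the same side of the threshold and 22 fell short of it, those of Mecom, Shmt2, Timp1, Cdc20 and Dhcr7; none reversed. The hematopoietic stem and progenitor list passed with a mean FPKM of at least 5 (0.0147), without control replicate 1 (0.0471) and after adjustment for GC content and length (0.0379). Libraries with the same replicate number had deviations that correlated at 0.327, 0.104 and -0.214, and not every library correlated best with its own number. Deviations within a group sum to 0 and also follow transcript length, so these values do not settle whether the numbers pair the libraries. With the replicate block 5527 genes passed and the IL-17 list had a camera adjusted p of 0.0191. Since depth is unknown, no limit from counting can be set.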

Other observations

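The 4 gene lists below, the tests of cell type, interferon scaling and differences between cultures, and the adjustment for GC content and length were chosen after the values had been seen. Because the lists were chosen with the values known, their camera p-values are not independent tests. They cannot be set beside those of the 12 lists fixed beforehand. Of 15 tested genes of MHC class I antigen presentation, 14 fell in the knockout and 1 did not pass (camera adjusted p = 1.86e-10; adjusted p = 0.0378 with an estimated correlation). Of the class I heavy chains, paralogs that can share reads, H2-K1 fell by 2.37 and H2-D1 fell by 2.54; the light chain B2m fell by 1.23 and the peptide transporter subunit Tap1 fell by 2.65. Of 13 acute phase and complement genes, 12 fell and 1 did not pass (adjusted p = 2.46e-10; adjusted p = 0.0228 with an estimated correlation), a list that includes 4 of the leading falls named in the report (Lcn2, Saa3, C3 and Cp); besides these, haptoglobin Hp fell by 4.25 and the interleukin-1 receptor antagonist Il1rn fell by 4.96.

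Of 12 contractile genes, 11 rose and 1 did not pass (adjusted p = 3.85e-08; adjusted p = 0.0405 with an estimated correlation). The list includes Actg2, Acta2 and Tagln, named in the report; besides these, Cnn1 rose by 2.40, Lmod1 by 1.91 and Myl9 by 1.60. Of its 14 genes, 2 had a mean under 1 FPKM and were not tested: Des was read at 1.09, 1.05 and 1.16 FPKM in control and 0.10, 0.10 and 0.08 in knockout libraries, the opposite direction, and Myh11 at 0.03, 0 and 0.01 and at 0.21, 0.08 and 0.18 FPKM. Of 15 imprinted genes, 10 rose, 1 fell and 4 did not pass (adjusted p = 3.32e-05; adjusted p = 0.0228 with an estimated correlation): Mest rose by 3.43, Grb10 by 3.29, Dlk1 by 2.32 and Plagl1 by 1.92, whereas Igf2 fell by 1.30. Cdkn2a, which lies next to Cdkn2b, rose by 3.68, from 0.363 ± 0.237 to 16.3 ± 1.39 FPKM (SD, n = 3), while of their neighbours Mtap fell by 0.60 and Klhl9 fell by 0.32.

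Of 123 blood cell genes, 98 had a mean under 1 FPKM, beside abundant matrix genes, with Ly6a (228), Lcn2 (168), Cd34 (44.7), Cd14 (18.3), Gata2 (17.0) and Klf4 (16.9) above 10 FPKM. Fibroblasts mixed into labelled stem cells are argued against, since 6 pan-hematopoietic genes (Ptprc, Kit, Spi1, Ikzf1, Myb and Tal1) reached at most 0.23 FPKM, and a sort for CD117 selects cells that express Kit. The libraries may instead hold fibroblast-like cells: 87.5% of the 24 fibroblast and matrix genes in the table had a mean above 10 FPKM, with Col1a2, Acta2 and Sparc the most abundant; Acta2 and Tagln are also on the contractile list, and the other lists fixed beforehand hold none of the 24. The Y-linked Ddx3y was read at 14.2 ± 0.188 FPKM in control and 14.7 ± 3.68 in knockout libraries (SD, n = 3), whereas the study's methods describe female mice. Other mesenchymal cells, such as smooth muscle cells, were not tested.

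Genes of whole chromosomes shifted together. GC content and transcript length are argued against, since the SD of the chromosome medians was 0.192 after adjustment for both, against 0.190 for all genes before. A different number of copies of these chromosomes in the cells of the groups remains a candidate explanation: on each chromosome shifted by more than 0.2, both quartiles moved with the median, the least by 0.66 of its shift. No DNA was analysed here, and a broad change of regulation along chromosomes was not tested.

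The fall of the interferon list was not removed by scaling between libraries: its median stayed at -3.71 or lower under 3 scalings. A difference between the cultures of the groups other than the knockout cannot be told apart from an effect of the knockout. Examples are an interferon response to the vector in the control cells, a different origin of the cells, or glycyrrhizic acid given unequally to the groups. The study's text describes adding this compound before its S100a8 RNA-seq, and the labels do not say which libraries received it. The same limit holds for every difference between the groups described here, not only for the interferon list. Deviations of libraries with the same number correlated at 0.327, 0.104 and -0.214, which does not settle whether the numbers mark shared cultures. A fit with the replicate number as a block therefore cannot be taken to hold cultures fixed. An effect of losing S100a8 itself stays open and untested.

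In 10 splits of the 6 libraries, the real split gave 5580 genes and the highest of the others 0. Only 1 split was as large, the real one, and 10 splits are too few for a share under 0.05. Each other split mixes control and knockout libraries, so a difference between the groups widens its spread and lowers its count. The 0 is therefore no measure of how many genes chance alone would give. The deviation of knockout replicate 2 from the other knockout libraries correlated with transcript length across genes at rho = -0.673. Deviations from the group mean gave 0.607 for knockout replicate 1, 0.546 for knockout replicate 3, and 0.389, -0.137 and -0.308 for control replicates 1, 2 and 3. Deviations within a group sum to 0, so the values of knockout replicates 1 and 3 are not independent of that of replicate 2, and genes are not independent replicates.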
